A study of Mus musculus with 22 samples. Its data were reported in "An Atlas of Thyroid Hormone Receptors’ Target Genes in Mouse Tissues" (2022).

How the data were processed

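RNA was sequenced from the striatum and from white adipose tissue (WAT) of mice. The labels describe male animals of 8 weeks. Those of the control libraries name 2 weeks of propylthiouracil (PTU, which blocks the synthesis of thyroid hormone), and those of the other libraries name thyroid hormone (TH) and a time without mention of PTU. The study's overview of its data lists PTU for WAT but no hypothyroidism procedure for striatum. The labels were followed here, so the PTU treatment of the striatum controls rests on the labels alone, and whether the striatum TH animals received PTU is not stated. RNA was prepared with Trizol from WAT and with RNeasy columns from striatum, and libraries were made with the Lexogen SENSE total RNA kit and read on a NextSeq 500. The authors deposited 1 table of raw counts per tissue, with 1 row per gene symbol and 1 column per library. They describe 1 procedure for both, in which reads were aligned with Bowtie to GRCm38, alignments with a quality below 10 were removed and reads per gene were counted with htseqcount. The annotation release, the strand setting and the treatment of overlapping genes were not stated, so the counts of genes that overlap on opposite strands cannot be assigned to 1 strand.

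The 2 tables were not made in the same way. The striatum table had 55341 rows, whose symbols were those of GENCODE M21 apart from 14 that a spreadsheet had turned into dates. The WAT table had 47643 rows, 15 of them dates, with symbols of an older annotation and 118 symbols on more than 1 row (126 extra rows). The rows with dates held at most 0.201% of the counts of a striatum library and 0.0825% of a WAT library. Among rows with a mean above 100 counts, 235 pairs of WAT rows differed by under 2% in every library, and no pair of striatum rows did. The mitochondrial gene mt-Atp6 had a mean of 513014 counts in WAT and its nuclear copy Gm10925 had 509033, whereas mt-Atp6 had a mean of 0.1 counts in striatum. Reads that match several genes were therefore counted at each of them in WAT and left out in striatum. The described quality filter would have removed such reads, so the procedure behind the WAT table is not known. The 235 pairs in WAT comprised 129 rows, originals and copies alike, which held 11.9% of the counts and are called copied rows below.

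Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each tissue was fitted alone, with its 3 groups in 1 model and no other term. Libraries were scaled with TMM factors, which lay between 0.957 and 1.03 in striatum and between 0.917 and 1.11 in WAT. Genes with a mean normalised count above 10 were tested, 15827 in striatum and 17928 in WAT, with the quasi-likelihood F test of edgeR, two-sided. P-values were adjusted by Benjamini and Hochberg over the genes tested in a contrast, and a gene was called at an adjusted p under 0.05 with no minimum fold change. Normalised counts are counts divided by the effective library size and multiplied by its mean within the tissue. The errors of log2 fold changes are the size of the change divided by the square root of its F statistic. The study tested with DESeq2, which was run here as an alternative. It set each time point against control samples, which are taken here to be the PTU libraries. The contrast of the later with the earlier time was added here.

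The difference between the tissues in the response at 24 h was tested as an interaction in 1 fit of the 22 libraries, over 13086 genes. For the overlap of calls between tissues, 602 WAT symbols were brought to the symbol of the striatum table through synonyms, repeated symbols were left out, and one-sided Fisher exact tests were run against the 13085 genes tested in both tissues. The number of genes called at both times was set beside 20 simulations in which the later group had the PTU means, since both contrasts share the PTU libraries. That group then had a median of 0 calls, so almost no overlap was possible. After the result was seen, 20 simulations were added in which the changes of the later group were dealt at random to genes of a similar mean, with the PTU libraries still shared.

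Gene lists were tested with camera in limma on log2 CPM (counts per M) with a prior count of 2 and a preset correlation between genes of 0.01, in 46 tests adjusted together, where at least 3 members were tested. The lists covered lipid synthesis, the mitochondrial ribosome, oxidative phosphorylation, leukocytes, morning and evening genes of the circadian clock, immediate early genes, glucocorticoid response and erythrocytes in both tissues. Choroid plexus, cortical excitatory neurons and striatal projection neurons were tested in striatum, and brown adipocytes, skeletal muscle and epididymis in WAT. Lists of Y-linked genes, genes that escape X inactivation, stratified epithelium, acute-phase genes and liver genes were written after the counts had been seen. The study genes were Hr, Desi1, Trp53inp2, Stat5a, Klf9, Thra and Thrb, which the study discusses. Trp53inp2 stands here for a symbol that the study prints as Trp53ind and that is a row of neither table. The study chose some of them on libraries that include these, so their calls are not independent evidence.

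Genes were named by a rule. In each contrast with PTU, these were the 3 genes with the largest rise and the 3 with the largest fall among the called genes whose TH libraries all lay above, or all below, every PTU library. In each contrast between times they were the 2 in each direction. Symbols of predicted genes (Gm with a number, Rik, -ps) were passed over. The study genes, up to 3 members of each called list by smallest p, and the 3 genes with the smallest p in each direction of the tissue interaction were added. Coordinates are those of GENCODE M21 on GRCm38. Genes named outside the rule were chosen after their values were seen.

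A group with at most 3 counts of a gene in each library was taken as being at the floor, the number of molecules that a count of 0 allows, and a fold against such a group was computed against 3 counts and is a lower bound. In a library of mean depth, 3 counts are 3.19e-05% of the total in striatum and 1.40e-05% in WAT. Reads were counted without molecular identifiers, so these limits cover counting error only.

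The groups, tests, thresholds, naming rule and the gene lists of the 46 tests were chosen before the data were examined, and so were these alternatives: DESeq2, limma-voom, RLE and upper-quartile scaling, no filter and filterByExpr, a fit of only the groups compared, an adjusted p under 0.01, the replicate number as a block, fry and a correlation estimated per list, a prior count of 0.5, and fits that each left out 1 library. Covariates for Y-linked genes, dissection, muscle and epithelium, and the omission of copied WAT rows, were chosen after seeing the data. The methods were tested on simulated counts with 200 changed genes, where edgeR recovered between 50% and 78% of log2 changes of 1 and between 85% and 94% of log2 changes of 2, with between 2.82% and 6.21% of its calls false. For DESeq2 between 10.3% and 21.8% of the calls were false in the same simulations.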

Results

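RNA-seq counts were collected from 22 libraries of mice labelled as treated with PTU or as given TH. Striatum was sampled without TH (2 libraries, replicates 3 and 6), 12 h after TH (4) and 24 h after TH (4). WAT was sampled without TH, 6 h after TH and 24 h after TH, with 4 libraries each. Total counts per striatum library ran from 8.84 to 9.35 M without TH, from 9.42 to 10.2 M at 12 h and from 8.06 to 9.81 M at 24 h. WAT libraries held 18.4 to 24.4 M without TH, 17.3 to 26.96 M at 6 h and 19.3 to 22.3 M at 24 h. Mitochondrial rows took 13.99% to 18.3% of the counts in striatum and 16.9% to 20.3% in WAT. Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom of 3.68 to 43.8 between pairs of striatum replicates and of 10.7 to 95.2 between pairs of WAT replicates. Residuals of libraries with the same replicate number correlated across genes with r from -0.395 to 0.267 in striatum (6 pairs) and from -0.472 to 0.394 in WAT (12 pairs), so the replicate numbers did not pair the libraries.

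The striatum libraries also differed in ways that the groups did not explain. The labels describe male animals, but Xist had between 22070 and 33693 normalised counts in 6 of the 10 striatum libraries and at most 17.8 in the other 4. In the same 6 libraries no Y-linked gene examined exceeded 3.91 normalised counts, whereas Ddx3y had 186 to 254 in the other 4. The 6 libraries were replicate 6 without TH, replicate 1 at 12 h and all 4 replicates at 24 h, so the 24 h group held libraries of this type alone. In the 12 WAT libraries Xist stayed at or under 8.73 and Ddx3y reached at least 1093. One striatum library at 24 h, replicate 2, had the highest count of 9 of 10 genes listed for cortical excitatory neurons and the lowest count of all 12 genes listed for striatal projection neurons among the 10 libraries. Drd2 had 31.4 normalised counts there and 832 to 2151 in the other striatum libraries, and Slc17a7 had 12586 there and 1814 to 9196 in the others. In WAT, skeletal muscle genes differed between libraries more than between groups. Acta1 had 376 normalised counts in replicate 2 at 6 h and 127312 in replicate 4 without TH.

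**Figure D1:**
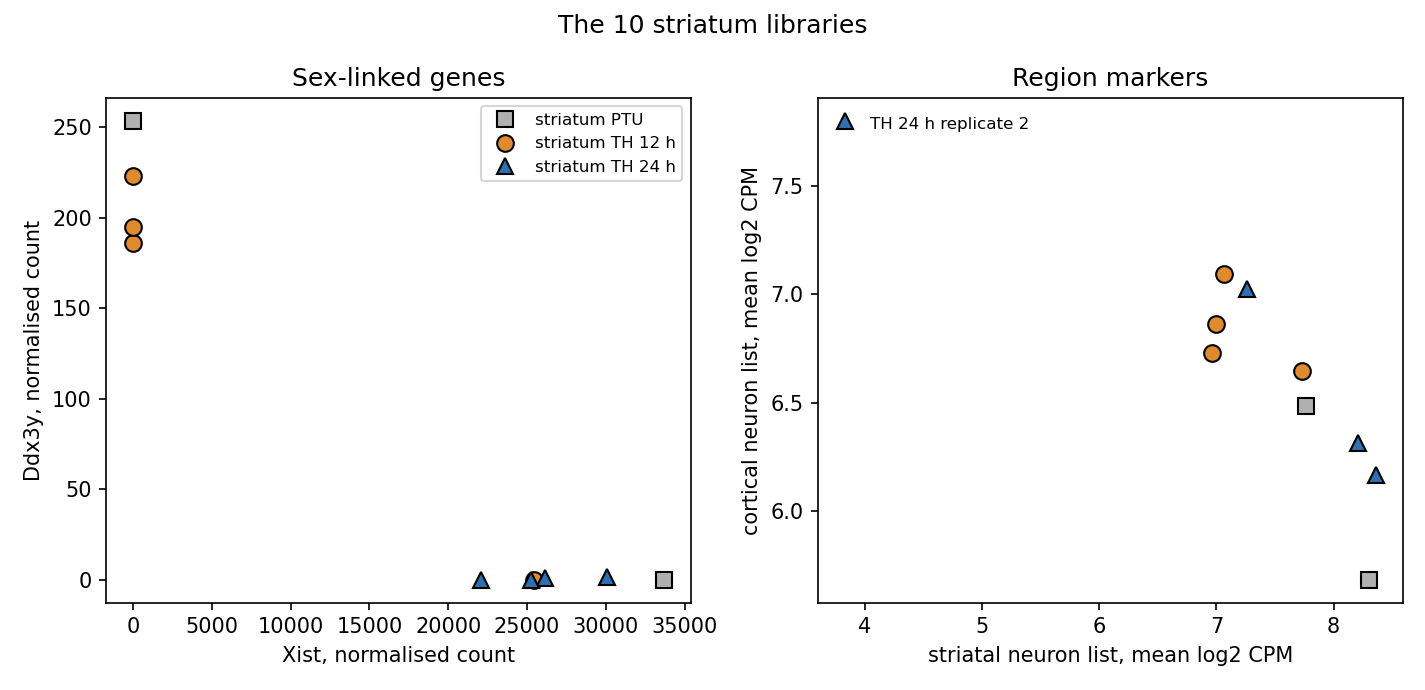
Each point is 1 of the 10 striatum libraries, coloured by group, with Xist against Ddx3y normalised counts on the left and the mean log2 CPM (counts per M) of the striatal against the cortical list on the right. On the left 6 libraries lie above 22070 Xist counts, and on the right replicate 2 at 24 h lies apart, at a striatal mean of 3.83 where the other 9 libraries have at least 6.96.

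The first question was how many genes differed between the TH and PTU libraries in each tissue at each time. Such calls need not all be effects of TH. Clock genes in WAT at 6 h moved as with another time of day, which also bears on the contrast of 24 h with 6 h. Region markers in striatum shifted at 12 h as well, as given below. In striatum, 152 of 15827 genes tested were called at 12 h, 116 higher and 36 lower than without TH, and 55 were called at 24 h, 50 higher and 5 lower. In WAT, 1296 of 17928 genes were called at 6 h, 749 higher and 547 lower, and 3060 at 24 h, 1336 higher and 1724 lower. The absolute log2 change exceeded 1 for 54, 25, 365 and 798 of these calls. DESeq2 moved the striatum count at 12 h to 820, and the fit of the 2 groups alone moved it furthest, to 1442 genes. Omitting striatum replicate 2 at 24 h, the library with cortical counts, gave 1257 calls at 12 h and 115 at 24 h, and omitting replicate 3 at 12 h left 6 calls at 12 h. With the Y-linked covariate 80 genes were called at 12 h, and at 24 h 3, namely Gls2, Hr and Hs6st1. The fit of the 24 h and PTU groups alone called 0 genes at 24 h in striatum, with 1102 at an unadjusted p under 0.05. In WAT, the call count ran from 684 (without replicate 3 at 6 h) to 1898 (without PTU replicate 1) at 6 h, and from 1957 (without PTU replicate 2) to 4264 (without PTU replicate 1) at 24 h.

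Every striatum call had TH libraries entirely above or entirely below the PTU libraries. The calls were chosen on these same libraries, so their separation is not independent evidence. Among genes not so chosen, chance gives this separation to 13.3% with 2 against 4 libraries. In WAT the groups were separate for 1210 of the 1296 calls at 6 h and for 2570 of the 3060 at 24 h, where chance gives 2.86%. Over all genes tested, 36.4% were separate in striatum at 12 h, 18.2% in striatum at 24 h, 13.9% in WAT at 6 h and 19.3% in WAT at 24 h.

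**Figure D2:**
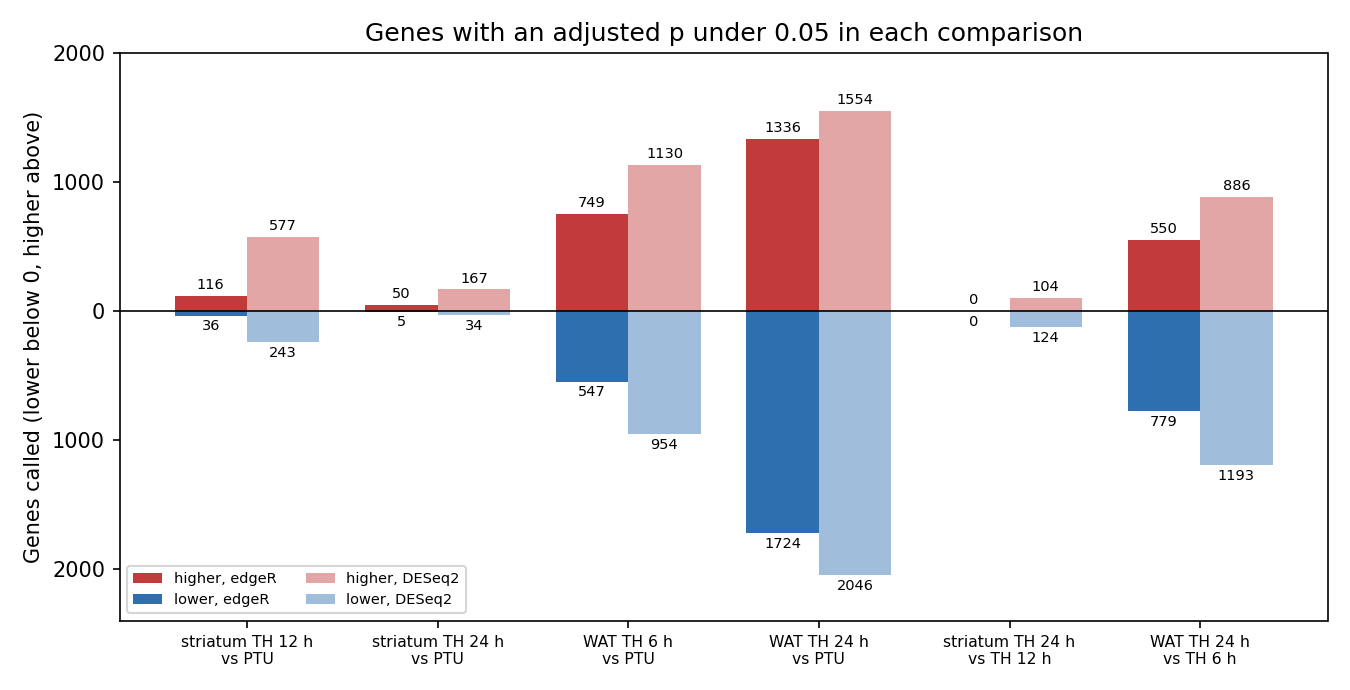
Bars give the number of genes called at an adjusted p under 0.05 in each of 6 contrasts, higher above and lower below the zero line, for edgeR and for DESeq2. The edgeR count is 152 in striatum at 12 h and 3060 in WAT at 24 h, and the DESeq2 counts are 820 and 3600.

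In striatum at 12 h the largest rises among the called and separate genes were those of Wif1, Cyp11a1 and Hr. Wif1 (chromosome 10, 121033960 to 121100650) was at the floor without TH and had 16.3 ± 2.99 normalised counts at 12 h (SD, n = 4), at least 5.33-fold higher (adjusted p 0.0286). Cyp11a1 (chromosome 9, 58006411 to 58027023) rose from 4.57 ± 0.533 (SD, n = 2) to 27.4 ± 3.47 normalised counts (SD, n = 4), a log2 change of 2.55 ± 0.51 (SE, adjusted p 0.0476), and shares exonic sequence on its strand with Gm17322. Hr (chromosome 14, 70552212 to 70573548) rose from 48.1 ± 13.2 (SD, n = 2) to 271 ± 22.7 (SD, n = 4), a log2 change of 2.49 ± 0.21 (SE, adjusted p 0.00260). The largest falls were those of Myom3 (log2 change -1.98 ± 0.40, adjusted p 0.0497), Scn9a (-1.79 ± 0.31, adjusted p 0.0307) and Asb11 (-1.65 ± 0.28, adjusted p 0.0259). Hr was called in each of the 8 fits that left out 1 TH library, with an adjusted p of at most 0.0183. The others were called less often, Asb11 in 5 of 8 fits, Scn9a in 4 of 8, Wif1 in 4 of the 5 fits that tested it, and Myom3 and Cyp11a1 in 2 of 8. Without replicate 2 at 12 h, the adjusted p-values of these 5 genes ran from 0.0752 for Wif1 to 0.151 for Myom3.

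At 24 h in striatum Cyp11a1 reached 37.5 ± 18.3 normalised counts (SD, n = 4), a log2 change of 2.99 ± 0.50 (SE, adjusted p 0.0384), and Hr reached 310 ± 55.8 (SD, n = 4), a log2 change of 2.68 ± 0.21 (SE, adjusted p 0.00125). Gls2 (chromosome 10, 128194457 to 128210004) rose from 15.3 ± 0.817 (SD, n = 2) to 87.2 ± 13.3 (SD, n = 4), a log2 change of 2.51 ± 0.25 (SE, adjusted p 0.00562), and overlaps Spryd4 on the opposite strand. The largest falls were smaller. Col6a2 fell by 0.90 ± 0.16 on the log2 scale (SE, adjusted p 0.0436), Clmn by 0.63 ± 0.11 (adjusted p 0.0368) and Tgfb2 by 0.61 ± 0.11 (adjusted p 0.0436). Hr and Gls2 were called in all 8 fits that left out 1 TH library, Col6a2 in 3 of 8, and Cyp11a1, Clmn and Tgfb2 in 2 of 8. Fitting the 24 h and PTU groups alone gave Hr and Gls2 an adjusted p of 0.0824. Within the libraries with high Xist, Hr had 57.4 normalised counts without TH (1 library), 245 at 12 h (1 library) and 255 to 381 at 24 h (4 libraries). Within the libraries with Y-linked counts, Hr had 38.8 without TH (1 library) and 258 to 295 at 12 h (3 libraries). No library of this second type was available at 24 h.

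In WAT at 6 h Foxo6os, Dio2 and Foxo6 had the largest rises. Foxo6os (chromosome 4, 120291350 to 120303892) had no counts without TH and 40.2 ± 19.1 normalised counts at 6 h (SD, n = 4), at least 12.5-fold higher (adjusted p 0.000858). Dio2 (chromosome 12, 90724552 to 90738438) rose from 9.62 ± 5.14 to 402 ± 92.7 normalised counts (SD, n = 4 each), a log2 change of 5.33 ± 0.79 (SE, adjusted p 0.00184). Foxo6 (chromosome 4, 120267079 to 120287349) rose by 5.28 ± 0.69 on the log2 scale (SE, adjusted p 0.000775). The largest fall was that of Npas2 (chromosome 1, 39193731 to 39363236), from 247 ± 83.0 to 15.6 ± 3.63 normalised counts (SD, n = 4 each), a log2 change of -3.99 ± 0.33 (SE, adjusted p 2.50e-05). Zcchc5 (named Rtl3 in the annotation) followed with -3.30 ± 0.42 (adjusted p 0.000670) and Lonrf3 with -2.94 ± 0.47 (adjusted p 0.00272). Npas2 is on the list of morning clock genes, and collection times are not given, so its fall may reflect the time of day.

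At 24 h in WAT Foxo6os had 118 ± 49.2 normalised counts (SD, n = 4), at least 36.7-fold more than without TH (adjusted p 9.85e-05). Saa1 passed the threshold (adjusted p 0.0496) with a bound of 15.5-fold that rested on replicate 2, which had 195.9 normalised counts where the other 3 libraries had 0.965 to 2.12. Without that replicate Saa1 had a mean of 1.40 in the group and a highest count of 2, under the floor, so no fold is given. Ucp1 (chromosome 8, 83290352 to 83298452) rose from 98.5 ± 121 to 7542 ± 5142 normalised counts (SD, n = 4 each), a log2 change of 6.24 ± 0.96 (SE, adjusted p 0.00110). The largest falls were those of Pkp1 (log2 change -4.16 ± 0.84, adjusted p 0.00553), Crtac1 (-3.91 ± 0.40, adjusted p 7.30e-05) and Cndp1 (-3.59 ± 0.57, adjusted p 0.00135). Apart from Saa1, called in 4 of 11 such fits, each gene named here for WAT at 6 h or 24 h was called in all 12 fits that left out 1 library. Dio2, Crtac1 and Cndp1 overlap other genes on the opposite strand.

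The later time was also set against the earlier one. In striatum 0 genes were called between 24 h and 12 h, with 2309 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0570, whereas without replicate 2 at 24 h 78 genes were called. In WAT 1329 genes were called between 24 h and 6 h, 550 higher and 779 lower at 24 h, with separate groups for 1290 of them, and the number of calls ran from 661 (without replicate 2 at 6 h) to 2038 (without PTU replicate 1). Kng2 (chromosome 16, 22985854 to 23029482) rose from 4.06 ± 1.97 to 79.2 ± 10.8 normalised counts (SD, n = 4 each), a log2 change of 4.21 ± 0.37 (SE, adjusted p 8.77e-05), and Npas2 rose by 4.10 ± 0.33 on the log2 scale (SE, adjusted p 8.28e-05) to 268 ± 83.3 (SD, n = 4). Krt14 was at the floor at 24 h and at least 190-fold lower than at 6 h (adjusted p 0.0150), and Trim29 was at the floor and at least 60.7-fold lower (adjusted p 0.0224). These bounds rested on replicate 3 at 6 h and became 50.4-fold for Krt14 and 8.76-fold for Trim29 without it. Krt14 was called in all 12 fits without 1 library and Trim29 in 8 of 12, with an adjusted p of 0.0645 without replicate 1 at 24 h. With the epithelium covariate neither gene was called (adjusted p 0.272 and 0.788), and the number of calls between 24 h and 6 h was 139.

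Among the 7 genes that the study discusses, 18 of 28 tests over the 4 contrasts with PTU were called over all genes tested, and 25 of 28 when adjusted over the list alone. Hr, Trp53inp2 and Klf9 were called in all 4 contrasts. In WAT, Hr rose by 3.56 ± 0.19 at 6 h and 4.19 ± 0.19 at 24 h on the log2 scale (SE, adjusted p 1.01e-06 and 2.15e-07), and its normalised counts in the 8 TH libraries lay between 1228 and 2738, above the PTU range of 91.0 to 166.9. Klf9 rose by 1.94 ± 0.17 and 1.30 ± 0.17 in WAT and by 0.51 ± 0.10 and 0.88 ± 0.10 in striatum, at the earlier and the later time. Trp53inp2 rose by 0.66 ± 0.13 and 0.92 ± 0.13 in WAT and by 0.86 ± 0.15 and 0.84 ± 0.15 in striatum. In striatum Klf9 at 12 h (adjusted p 0.0420) and Trp53inp2 at 24 h (adjusted p 0.0474) were each called in only 2 of 8 fits without 1 TH library, and reached 0.147 without replicate 2 at 12 h and 0.129 without replicate 4 at 24 h. Trp53inp2 at 12 h (adjusted p 0.0286) was called in 4 of 8, with 0.0873 without replicate 2 at 12 h. Desi1 and Stat5a were called in WAT at both times and in striatum at neither, where Stat5a changed by 1.79 ± 0.42 at 12 h (adjusted p 0.0686) and 1.89 ± 0.42 at 24 h (adjusted p 0.115) and Desi1 by 0.52 ± 0.13 (adjusted p 0.0789) and 0.49 ± 0.13 (adjusted p 0.205). Whether Stat5a was called in striatum, and Desi1 at 12 h, depended on the method. Under DESeq2, the test that the study used, Stat5a was called in striatum at both times. Desi1 at 24 h was called in no alternative that adjusted over all genes tested, but was called over the list alone (adjusted p 0.0046). The ranges that follow leave out the adjustment over the list alone. Over the alternatives the adjusted p ran from 0.00825 (DESeq2) to 0.153 for Stat5a at 12 h, from 0.0102 (DESeq2) to 0.283 for Stat5a at 24 h, from 0.0113 (the 2 groups alone) to 0.182 for Desi1 at 12 h and from 0.0614 (DESeq2) to 0.567 for Desi1 at 24 h. Thra fell by 0.52 ± 0.14 at 6 h (adjusted p 0.0422) and by 0.73 ± 0.14 at 24 h (adjusted p 0.00436) in WAT. The earlier call of Thra held in 4 of 12 fits without 1 library and reached 0.112 without PTU replicate 2. In striatum Thra was not called, with positive log2 changes of 0.29 ± 0.18 at 12 h (adjusted p 0.382) and 0.22 ± 0.17 at 24 h (adjusted p 0.725). Thra overlaps Nr1d1, Stat5a overlaps Stat3 and Desi1 overlaps Xrcc6 on the opposite strand. Thrb was not called over all genes tested, with log2 changes of 0.07, 0.39, 0.48 and 0.34 in striatum at 12 h and 24 h and WAT at 6 h and 24 h. In WAT at 6 h its adjusted p of 0.0548 ran from 0.0138 (DESeq2) to 0.129 over the alternatives. Adjusted over the list alone, Thrb was called in striatum at 24 h (0.0239) and in WAT at 6 h (0.00426) and 24 h (0.0298). Between 24 h and 6 h in WAT, Hr changed by 0.63 ± 0.16 (adjusted p 0.0373) and Klf9 by -0.65 ± 0.17 (adjusted p 0.0366), calls that held in 5 and 6 of the 12 fits without 1 library and were lost, among others, without replicate 2 at 6 h for Hr (0.0966) and replicate 4 at 24 h for Klf9 (0.0987).

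**Figure D3:**
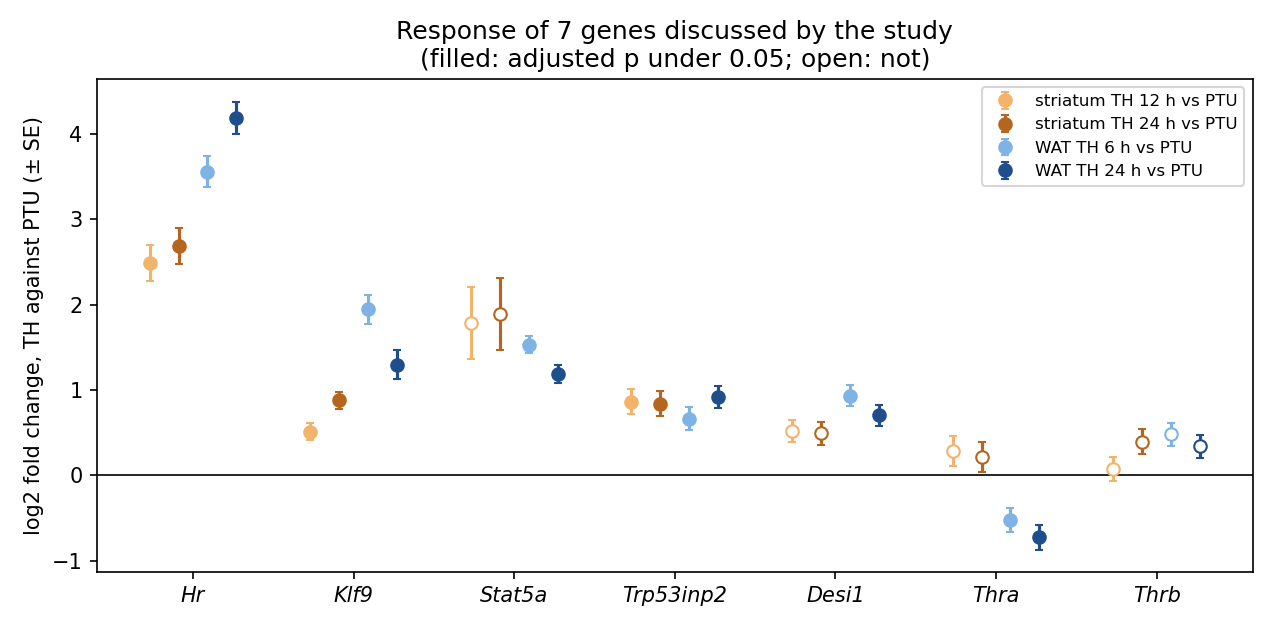
Points give the log2 fold change against PTU of the 7 study genes in 4 contrasts, bars the SE, and filled points an adjusted p under 0.05 over all genes tested. Hr has the largest change in each contrast, from 2.49 in striatum at 12 h to 4.19 in WAT at 24 h, and Thra lies under 0 in WAT, at -0.52 and -0.73.

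How far the responses were shared was examined between times and between tissues. In striatum 38 genes were called in the same direction at both times, 35 higher and 3 lower, which is 69.1% of the shorter list of calls. In simulations that dealt the later changes to other genes, at most 12.9% of the shorter list was shared, although those lists were longer than the real ones (medians of 1210.5 and 804.5 genes). In WAT 783 genes were called in the same direction at both times, 434 higher and 349 lower, and 11 in opposite directions. The 783 are 60.4% of the shorter list, where the simulations gave at most 17.4%. Their lists were again longer than the real ones (medians of 2254 and 3852.5 genes), so the same limit holds. Omitting striatum replicate 3 at 12 h left 4 genes at both times in striatum, and omitting replicate 2 at 24 h gave 99. In WAT the number was 421 without PTU replicate 2 and 1291 without PTU replicate 1. Between the tissues at 24 h, 12 genes were higher in both, where 3.32 would be shared at random (one-sided Fisher exact p 6.44e-05, adjusted 0.000129), and 3 were lower in both, where 0.564 would be (p 0.0120, adjusted 0.0180). The 12 genes included Hr, Klf9, Trp53inp2, Acot11 and Gli2, and the 3 genes were Clmn, Col6a2 and Tgfb2. The number shared was 2 without striatum replicate 4 at 24 h and 26 without replicate 2. For striatum at 12 h and WAT at 6 h, 16 genes were higher in both (expected 4.82, p 2.10e-05, adjusted 6.29e-05) and 2 lower in both (expected 1.02, p 0.270, adjusted 0.270). For striatum at 12 h and WAT at 24 h, 25 were higher in both (expected 7.69, p 8.57e-08, adjusted 5.14e-07) and 7 lower (expected 3.27, p 0.0386, adjusted 0.0463). Across the 13085 genes tested in both tissues, the log2 changes at 24 h correlated with a Spearman rho of 0.152, and genes are not independent replicates.

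A difference between the tissues in the response at 24 h was found for 698 of 13086 genes, 244 more positive and 454 more negative in WAT. Because the study's overview lists PTU for WAT but not for striatum, a difference in thyroid status may contribute to it. The fit with the 4 groups of the contrast alone called 254 genes, and leaving out WAT PTU replicate 2 or 1 gave 439 or 1086. The smallest p-values belonged to Syt12 (difference 2.86 ± 0.30 on the log2 scale, adjusted p 1.98e-05), Paqr9 (2.25 ± 0.25, adjusted p 3.72e-05) and Ahcyl1 (1.24 ± 0.15, adjusted p 4.88e-05) in the positive direction. In the negative direction they were Col15a1 (-3.79 ± 0.35, adjusted p 9.30e-06), Slc7a10 (-2.47 ± 0.25, adjusted p 1.98e-05) and Pak3 (-3.19 ± 0.33, adjusted p 1.98e-05). Col15a1 rose from 56.2 ± 11.4 (SD, n = 2) to 150 ± 30.7 normalised counts (SD, n = 4) in striatum and fell from 5646 ± 1893 to 1069 ± 155 in WAT (SD, n = 4 each). Slc7a10 also moved in opposite directions, from 76.7 ± 6.22 to 162 ± 10.7 in striatum and from 2409 ± 514 to 903 ± 194 in WAT. Among the study genes the response of Hr was larger in WAT (1.52 ± 0.29, adjusted p 0.00409), and that of Thra was more negative (-0.93 ± 0.23, adjusted p 0.0242), although with the 4 groups alone Thra had an adjusted p of 0.0837. The difference was not called for Desi1 (0.23), Trp53inp2 (0.09), Stat5a (-0.68), Klf9 (0.43) or Thrb (-0.04). Syt12, Col15a1 and Slc7a10 overlap other genes on the opposite strand.

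Of the 46 tests of gene lists, 20 were called by camera. Only 4 of these held under fry, all in WAT, namely the brown adipocyte list at both times and both clock lists at 6 h, and none of the 20 held with a correlation estimated per list. Brown adipocyte genes had a median log2 change of 1.22 at 6 h (13 of 14 higher, adjusted p 1.15e-07, 0.00231 under fry) and of 1.79 at 24 h (14 of 14 higher, adjusted p 1.16e-07, 0.00119 under fry). Ppargc1a rose by 3.10 ± 0.18 and 2.38 ± 0.18 on the log2 scale, Acot11 by 3.40 ± 0.37 and 5.19 ± 0.39 and Dio2 by 5.33 ± 0.79 and 5.32 ± 0.80. Morning clock genes had a median change of -2.39 at 6 h (0 of 5 higher, adjusted p 1.52e-07, 2.38e-05 under fry), with Npas2 at -3.99, Nfil3 at -2.39 and Arntl at -2.40. Evening clock genes had a median change of 2.46 at 6 h (10 of 10 higher, adjusted p 9.03e-14, 1.51e-05 under fry), with Tef at 2.27, Per2 at 2.65 and Hlf at 2.99. At 24 h the morning and evening medians in WAT were 0.12 and -0.09 (adjusted p 0.551 and 0.345). In striatum the morning and evening medians were -0.26 and 0.05 at 12 h (adjusted p 0.276 and 0.648).

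**Figure D4:**
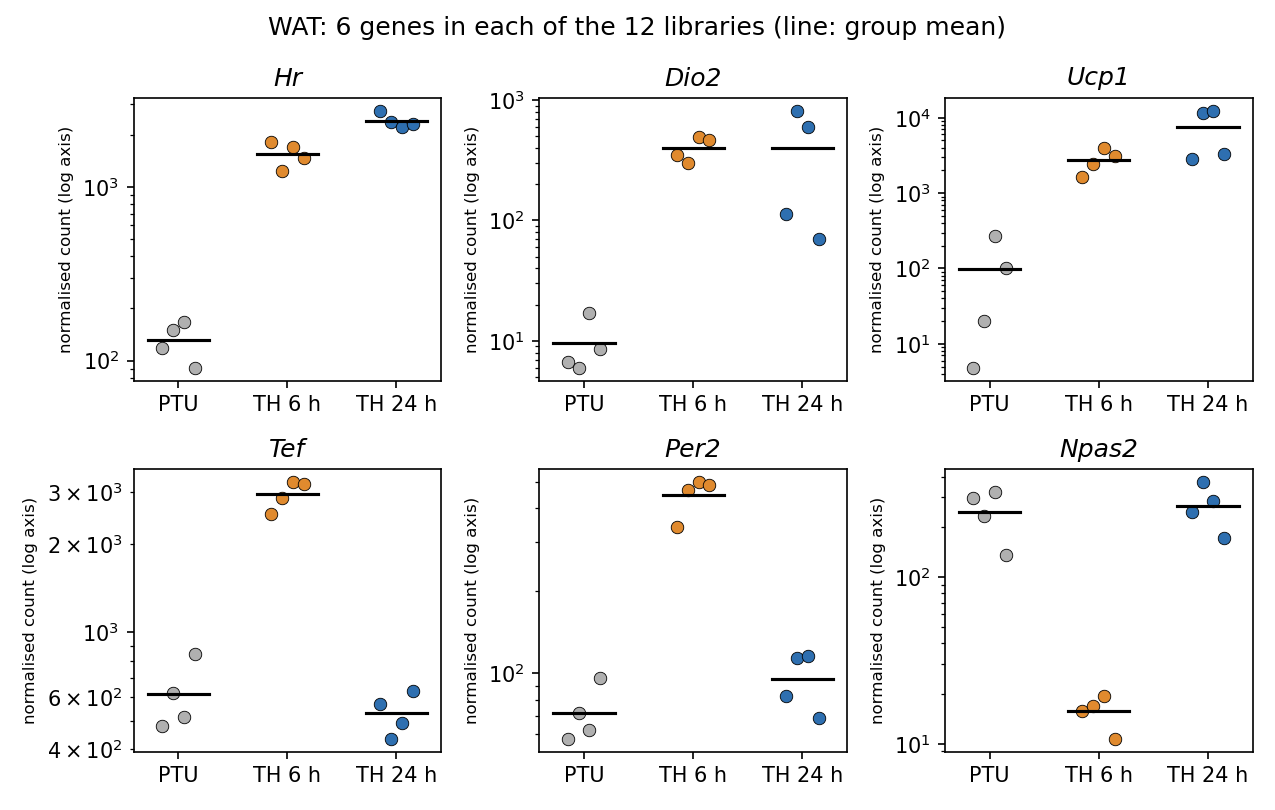
Points are the normalised counts of Hr, Dio2, Ucp1, Tef, Per2 and Npas2 in the 12 WAT libraries by group on a log axis, and lines are group means. Npas2 has a mean of 247 without TH, 15.6 at 6 h and 268 at 24 h, while Ucp1 has 98.5, 2782 and 7542.

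The other 16 calls rested on camera alone. In striatum they were lipid synthesis at 12 h (median log2 change 0.26, adjusted p 0.00280) and 24 h (0.16, 0.00566), the mitochondrial ribosome at 12 h (0.09, 0.0430), leukocytes at 12 h (-0.42, 0.00270) and 24 h (-0.14, 0.0230), immediate early genes at 12 h (0.67, 0.000218), cortical neurons at 12 h (0.68, 0.0420) and 24 h (0.94, 0.00459) and striatal neurons at 24 h (-0.36, 0.0114). Striatal neuron genes were not called at 12 h, but 0 of 12 were higher there (-0.87, 0.0957). All 4 libraries at 12 h lay under both PTU libraries in the mean log2 CPM of the striatal list (6.96 to 7.73 against 7.77 and 8.30) and above both in that of the cortical list (6.65 to 7.09 against 5.68 and 6.48), so the shift was not confined to replicate 2 at 24 h. Without replicate 2 at 24 h the leukocyte and striatal neuron lists were not called at 24 h (adjusted p 0.255 and 0.666), and each was called in 7 of 8 fits without 1 TH library. At 12 h the mitochondrial ribosome was called in only 3 of 8, with 0.194 without replicate 1 at 12 h, and the cortical list in 7 of 8, with 0.0536 without replicate 2 at 12 h. In WAT they were oxidative phosphorylation at 6 h (-0.13, 0.00349) and 24 h (0.19, 0.000895), the mitochondrial ribosome at 24 h (0.09, 0.00275), leukocytes at 24 h (0.33, 0.00736), immediate early genes at 24 h (0.54, 0.0430) and erythrocytes at 6 h (-0.76, 0.0490) and 24 h (-0.87, 0.0389). Of the 12 fits without 1 library, these WAT calls held in 9 for oxidative phosphorylation at 6 h, 11 for it and 11 for the mitochondrial ribosome at 24 h, 10 for leukocytes, 9 for immediate early genes, and 6 and 7 for erythrocytes at 6 h and 24 h. The highest adjusted p was 0.200 without PTU replicate 4 for oxidative phosphorylation at 6 h, 0.0862 and 0.0946 without PTU replicate 3 for it and the mitochondrial ribosome at 24 h, and 0.104, 0.353, 0.197 and 0.1501 without PTU replicate 1 for leukocytes, immediate early genes and erythrocytes at 6 h and 24 h. Glucocorticoid response was not called (adjusted p 0.655 and 0.629 in striatum, 0.655 and 0.334 in WAT), nor were choroid plexus (0.631 and 0.331) or skeletal muscle (0.0566 and 0.207), and no member of the epididymis list was tested.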

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

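The tests of library depth, of chance among samples far from the others and of the sex of the striatum animals were chosen only after the result was seen, and the acute-phase and liver lists were written after the counts had been seen. In 15 of 209 groups of 4 libraries, a gene, a list or the total count had 1 library whose distance to the nearest other was most of the group's whole range. Chance gives 1 in 20, or 10.45 groups, so the 15 may be chance as a whole. Of the 15, 8 concerned a gene, 6 the mean of a list and 1 the total count.

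WAT replicate 2 at 24 h accounted for 5 of the 15. It had 195.9 normalised counts of Saa1 where the other 3 libraries of its group had 0.965 to 2.12, and the lowest Col15a1 count of its group (839, others 1118 to 1161). Its mean log2 CPM values were lowest for lipid synthesis (8.70, others 9.34 to 9.45) and leukocytes (5.52, others 5.78 to 5.81) and highest for glucocorticoid response (7.40, others 5.35 to 5.60). Of 14 acute-phase genes other than Saa1, 10 were highest in this library among all 12 WAT libraries, where chance gives 1.17. Hp had 36534 normalised counts against at most 15509 in the other 11, and Saa3 had 568 against at most 118. None of 6 abundant liver genes was highest there (0 of 6), which argues against liver RNA, and its total count ranked 8 of 12 from the lowest, which argues against depth. An acute-phase response of 1 animal may underlie these values. Whether illness, handling or the hormone dose set it off was not tested.

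WAT replicate 3 at 6 h accounted for 3 of the 15, with the highest counts of its group for Saa1 (18.2, others 0 to 1.64), Trim29 (666, others 9.65 to 54.8) and Nfil3 (93.2, others 46.8 to 52.6). Trim29 was in the same library as the highest Krt14 count, 1870. The rest were single values, each with no test of its own and no biological explanation tested. In WAT they were the lowest Kng2 count at 6 h (replicate 1, 1.12, others 4.83 to 5.35), the highest Acot11 (replicate 3, 71.3, others 39.4 to 44.2) and Hlf (replicate 4, 103, others 52.7 to 56.8) without TH, and the lowest mean of immediate early genes at 6 h (replicate 2, 2.95, others 3.64 to 3.74). In striatum at 12 h they were the lowest total count (replicate 2, 9.42 M, others 10.1 to 10.2 M), the lowest mean of lipid synthesis (replicate 4, 4.97, others 5.005 to 5.01) and the highest mean of striatal neurons (replicate 1, 7.73, others 6.96 to 7.07).

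The response at 24 h differed between WAT and striatum for 698 genes by the test of the interaction, of which 495 had estimates of opposite sign in the 2 tissues, though few of the striatum estimates were called on their own. The named ones were Syt12 (2.86), Paqr9 (2.25), Ahcyl1 (1.24), Col15a1 (-3.79), Slc7a10 (-2.47) and Pak3 (-3.19), and among the study genes Hr (1.52) and Thra (-0.93), on the log2 scale. With the WAT counts thinned at random to 43.8%, the depth of striatum, 553 genes were called and 502 of the 698 stayed called in the same direction, which argues against depth as the whole cause. Rows that copy another row in the WAT table made up 7 of the 698, so such copies do not account for the bulk of the pattern. Genes that share only part of their reads with another row were not tested. Of the 698, 611 were also called in WAT alone, where all libraries had Y-linked counts, against 18 called in striatum alone. Most of these genes therefore differed in WAT without a difference in sex. The interaction was not fitted with the Y-linked covariate, so whether sex masked or shifted the striatum side is not known, and sex is not excluded as a part of the pattern. The tissues also differ in annotation, RNA preparation and sequencing depth and share no library. The study's overview lists PTU for WAT but not for striatum, so thyroid status before TH may differ too. A difference between tissues and a difference between preparations or protocols therefore cannot be separated. A different response of the tissues may explain the pattern and remains a hypothesis.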

How the results depend on the processing

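The covariates, and the omission of copied WAT rows, were chosen only after the result was seen. Counts of called genes depended on the method. DESeq2 called 820 genes in striatum at 12 h, 201 at 24 h and 228 between the times, and in WAT 2084 at 6 h and 2079 between the times. It called 141 genes at both times in striatum, 1215 at both times in WAT and 41 in both tissues. Its 820 calls in striatum at 12 h included 149 of the 152. Of the other 671, edgeR called 594 when fitted to the 2 groups alone, a fit that called at most 6 genes in 20 simulations without any change, which argues against false calls as the whole cause. The count for WAT at 24 h, 3600, stayed within 1.5 times that of edgeR, and so did the counts under limma-voom, RLE, upper-quartile scaling and filterByExpr in each contrast. Upper-quartile scaling changed the share of higher genes from 76.3% to 65.5% in striatum at 12 h and from 41.4% to 33.8% between the times in WAT. No scaling moved the median log2 change of all genes by over 0.1.

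Without a filter on low counts, 308 genes were called in striatum at 12 h, 104 at 24 h and 41 between the times. With only the groups compared in the fit, 1442 genes (59.8% higher) were called in striatum at 12 h, 0 at 24 h (1102 at an unadjusted p under 0.05), 834 in WAT at 6 h, 2037 at 24 h and 2444 between the times, and 254 genes for the tissue difference. The spread is then estimated without the third group, which in striatum leaves out replicate 2 at 24 h for the 12 h contrast. With a threshold of 0.01 the counts were 1 (Hr) and 5 in striatum at 12 h and 24 h, 418, 1282 and 305 in WAT at 6 h, at 24 h and between the times, 1 and 240 at both times in striatum and WAT, 2 in both tissues and 218 for the tissue difference, by construction lower. With the replicate number as a block, 7 genes were called between the times in striatum and 778 in WAT. The block left 886 at 6 h and 2312 at 24 h in WAT, and was not used against PTU in striatum, where the replicate numbers differ between the groups.

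The Y-linked covariate left 80 calls in striatum at 12 h and 3 at 24 h. All 55 calls at 24 h kept their sign with it, the median log2 change was 0.987 times and the median SE 1.14 times that without it. The dissection covariate raised the calls to 928 at 12 h, 324 at 24 h and 874 between the times. In WAT the muscle covariate left 463 calls between the times, and the epithelium covariate left 621 at 6 h, 1971 at 24 h and 139 between the times. The epithelium list was lowest in all 4 libraries at 24 h, so this covariate also carries part of the time contrast. Without the copied rows, originals included, 1242 genes were called in WAT at 6 h. Of the 46 list tests, fry called 4 and the correlation estimated per list 0, with 20 by camera. Where no reason is given above, the cause was not tested.

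Across fits that each left out 1 library, calls ran from 6 (without TH 12 h replicate 3) to 1257 (without TH 24 h replicate 2) in striatum at 12 h, from 9 (without TH 24 h replicate 4) to 115 (without TH 24 h replicate 2) at 24 h, and from 0 to 78 (without TH 24 h replicate 2) between the times. In WAT they ran from 684 (without TH 6 h replicate 3) to 1898 (without PTU replicate 1) at 6 h, from 1957 (without PTU replicate 2) to 4264 (without PTU replicate 1) at 24 h, and from 661 (without TH 6 h replicate 2) to 2038 (without PTU replicate 1) between the times. Genes at both times ran from 4 (without TH 12 h replicate 3) to 99 (without TH 24 h replicate 2) in striatum and from 421 (without PTU replicate 2) to 1291 (without PTU replicate 1) in WAT, genes in both tissues from 2 to 26 (without striatum TH 24 h replicates 4 and 2), genes of the tissue difference from 439 to 1086 (without WAT PTU replicates 2 and 1), called lists from 17 to 23 and called study gene tests from 15 to 20. Leaving out a striatum PTU library left 1 in the group, so no calls against PTU were counted there. Between the times in striatum those fits were counted.

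Some directions reversed, none of them past the threshold where a test was counted. For Thrb in striatum without PTU replicate 6, where 1 PTU library was left, no test was counted and only the log2 change is given. For striatum between the times, fits without 1 library gave log2 changes from -0.139 to 0.0532 for Desi1 (positive without TH 24 h replicate 1), from -0.143 to 0.0666 for Trp53inp2 (positive without TH 12 h replicate 4, 0.00253, and TH 24 h replicate 1), from -0.167 to 0.00853 for Thra (positive without TH 24 h replicates 1 and 3, the latter 0.00271) and from -0.0734 to 0.327 for Stat5a (negative without TH 12 h replicate 3 and TH 24 h replicate 4, the latter -0.0525). Stat5a was also negative, -0.125, with the Y-linked covariate. Thrb in striatum at 12 h ran from -0.0738 (without PTU replicate 6) to 0.232 (without PTU replicate 3). The tissue difference ran from -0.000542 (without striatum TH 24 h replicate 1) to 0.207 for Trp53inp2 and from -0.119 to 0.0415 (without WAT TH 24 h replicate 1) for Thrb, which was also positive without striatum TH 24 h replicate 2 (0.00742), WAT PTU replicate 2 (0.0242) and WAT TH 24 h replicate 2 (0.0138). These values were near 0 in the main estimate too. Of the 56 called pairs of named gene and contrast, 45 stayed called under DESeq2, RLE and the fit of the 2 groups alone, and 39 in each fit without 1 library. Other changes for named genes were 37 weaker and 15 stronger among the alternatives, and 91 weaker, 8 stronger and 9 moved among the fits without 1 library. For list tests 37 and 29 were weaker.

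In simulations edgeR recovered 61% of log2 changes of 1 at 12 h and 57% at 24 h in striatum, and 70% at 6 h and 50% at 24 h in WAT, so many changes of that size would be missed in both tissues.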

Other observations

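The tests of mixed RNA, of sex as a source of the 24 h calls, of cortical tissue, library depth, time of day, the clock, skeletal muscle across libraries, epithelium, brown fat and false DESeq2 calls were chosen only after the result was seen. The splits of the libraries and the trends of GC content and length were set before their results. The list of genes that escape X inactivation and the muscle covariate were chosen after the counts had been seen, and what each would show was written down before it was computed.

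In WAT, 1 of the 35 splits of the 8 libraries, the real one, gave as many called genes at 6 h, with at most 101 in the others. The real split was again 1 of 35 at 24 h (at most 24 in the others) and 1 of 35 between the times (0 in the others). For genes called at both times it was 1 of 100 drawn splits, with 0 in the others, and for the study genes 1 of 35 at each time. For striatum between the times all 35 of 35 splits gave as many, since the count was 0 (2309 at an unadjusted p under 0.05). The number of called lists was reached by 23 of 35 splits at 6 h and 7 of 35 at 24 h, so the number of lists called by camera says little in WAT. The p-values of the brown adipocyte list and of both clock lists were each reached by 1 of 35 splits at 6 h, and the brown adipocyte list at 24 h by 2 of 35. For the other called lists in WAT many splits gave as small a p, 23 and 17 of 35 for oxidative phosphorylation at 6 h and 24 h, 11 and 12 for erythrocytes, and at 24 h 15 for the mitochondrial ribosome, 15 for leukocytes and 16 for immediate early genes, so chance is not excluded as their source.

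Trends of each library with GC content and transcript length were removed and the genes tested again. In striatum 79 of 152 calls at 12 h and 52 of 55 at 24 h stayed called in the same direction. In WAT 1194 of 1286 stayed at 6 h, 2662 of 3029 at 24 h and 887 of 1321 between the times, counting the genes with a value. Across genes the log2 change in striatum at 12 h followed GC content with a Spearman rho of 0.357, and that between 24 h and 12 h with -0.366. In WAT the log2 change between 24 h and 6 h followed transcript length with a rho of -0.337. The calls lost in striatum at 12 h and in WAT between the times may reflect such trends. The 79 and 887 calls that stayed argue against them as the whole cause.

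In the 6 striatum libraries with high Xist, the highest Y-linked count was 1.06% of the median of the other 4, which argues against a mixture of male and female RNA. Of 4 genes that escape X inactivation, 2 (Kdm6a and Kdm5c) were higher in all 6 than in each of the other 4, which chance gives to 0.476% of genes. The rule set beforehand asked for 3 of the 4, and was not met. Ddx3x overlapped between the types and Eif2s3x had too few counts to tell (at most 5.02). Female animals and exchanged tissue cannot be told apart by these counts. The labels give no female animal. All 4 libraries at 24 h were of this type, against 1 of 2 without TH and 1 of 4 at 12 h, so sex and time are partly confounded. Of the 55 calls at 24 h, 38 were also called in the same direction at 12 h, where 3 of 4 libraries had Y-linked counts. In 20 simulations with a sex effect fitted to these libraries and no effect of TH, 0 genes were called at 24 h and 0 at both times. This argues against sex as the whole source of the 24 h calls. With the Y-linked covariate only 3 genes were called at 24 h, so sex may have a part in single calls. Klf9 within the libraries with high Xist had 2012 normalised counts without TH, 2796 at 12 h and 3304 to 3984 at 24 h, and within the other 4 it had 1932 without TH and 2681 to 2893 at 12 h.

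In striatum replicate 2 at 24 h, 9 of 10 cortical markers were highest and 12 of 12 striatal markers lowest among the 10 libraries. Penk had 228 normalised counts there and 3266 to 13643 elsewhere. Its total count ranked 2 of 10 from the lowest, and the library with the lowest total had no such pattern, which argues against depth. Cortical tissue in the dissection may explain it. A smaller shift in the same direction at 12 h, in all 4 libraries, was not tested for this cause. Hr had 381 normalised counts there against 245 to 327 in the other TH libraries, and Dio3 3.36 against 35.5 to 107.

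Clock genes in WAT at 6 h moved in the pattern of another time of day, with medians of -2.39 for morning and 2.46 for evening genes and no such shift at 24 h. Collection at another time of day than the PTU and 24 h libraries may explain this, and collection times are not given. An action of TH on the clock cannot be told apart from it, because it is not known whether any PTU library was collected at the same time of day as the 6 h libraries. The evening median of 0.0492 in striatum at 12 h concerns another tissue and time. Nr1d1, which overlaps Thra on the opposite strand, changed by -1.67 in WAT at 24 h (adjusted p 0.000159) and by 0.59 at 6 h (adjusted p 0.0815), while Thra fell at both times.

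Skeletal muscle genes rose and fell together over the 12 WAT libraries. Of the 66 pairs of the 12 listed genes, Myh1 and Pvalb had the lowest Pearson correlation, 0.968 (permutation p 1e-05, the smallest possible with the permutations drawn; Spearman rho 0.916, permutation p 8e-05), and 0.958 without the 2 libraries farthest from the median. Of the 12 genes 10 were highest in PTU replicate 4, and the range between libraries was 309 to 1067-fold. Skeletal muscle in the dissection may explain this. With the muscle covariate the oxidative phosphorylation list at 6 h had a median of -0.0614 (adjusted p 0.219) in place of -0.13, so muscle may also explain that call. Of 78 pairs of 13 epithelial genes, Dsc3 and Trp63 had the lowest correlation, -0.433 (permutation p 0.160; Spearman rho -0.0979, permutation p 0.766), and 0.0233 without the 2 farthest libraries, whereas the median over pairs was 0.629. Of the 13 genes 7 were highest in replicate 3 at 6 h, and Krt14 and Krt5 had 1870 and 136 normalised counts in replicate 3 at 6 h but 371 and 622 in replicate 1. Skin or another epithelium in some WAT libraries and a change within the fat cannot be told apart, because the genes did not move as 1 set.

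Brown adipocyte genes rose in WAT at both times. Over the 8 listed genes with more than 500 normalised counts at 24 h, the log2 changes ran from 0.52 for Kcnk3 to 6.24 for Ucp1, a range of 5.72. Brown fat in the dissection would raise its markers together, but markers with a high level without TH would hide a small share, so brown fat and a response of the tissue cannot be told apart. Ucp1 had 2877, 11616, 12352 and 3321 normalised counts in replicates 1 to 4 at 24 h, and Dio2 had 113, 813, 602 and 70.8.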
